A study of Mus musculus with 6 samples. Its data were reported in "Lysosomal cystine export regulates mTORC1 signaling to guide kidney epithelial cell fate specialization" (2023).

How the data were processed

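RNA from microdissected proximal tubules of Ctns knockout (KO) and wild-type (WT) mouse kidneys was hybridised, as biotin-labelled cRNA, to Affymetrix mouse arrays, with 3 samples in each group. Ctns encodes cystinosin, the lysosomal cystine exporter. The study's methods name RMA normalisation in oligo, limma for the comparison of KO with controls, and Benjamini-Hochberg adjustment. The only file used here was the authors' comparison of both groups, with 11568 genes under human-style symbols, 1 entry per symbol; how probe sets were merged and renamed is not stated. Values per array were not used here, so no group means, SD per group, array signal over background, refit, leave-one-out fit or regrouping of the samples could be computed. The number of arrays limits the precision.

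The authors deposited for each gene a KO minus WT difference (LFC), its standard error and an average expression, which were entered as log2 values, and a p-value with its adjusted p-value (FDR). They also deposited a false sign rate, a probability that the sign of the difference is wrong. The scale of the log2 values is not stated and was inferred. Average expression ran from 1.62 to 3.87, and log2 of the standard error fell with average expression by a slope of -0.922 (95% bootstrap interval from -0.944 to -0.900 over 500 resamples of genes). Both lie near what RMA log2 values logged a second time would give, and the LFC is read that way. A back-transformed difference, the gap between both groups' averages after each is taken as a power of 2 (average expression plus and minus 0.5 times the LFC), is given where stated and rests on that reading. An LFC printed here is therefore not a log2 fold change.

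Benjamini-Hochberg adjustment recomputed from the deposited p-values differed from the deposited FDR by at most 2.81e-13. The p-values were best matched by the LFC over its standard error with 6.2 degrees of freedom. Genes with an adjusted p under 0.05 were called.

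Gene lists were fixed before the data were examined. Their 26 lists with at least 5 genes in the table held 672 entries, of which 573 matched, by the symbol in capitals or by a hand-written list of later names and human counterparts made before any list was tested. The signed z score of the deposited p was tested with cameraPR of limma 3.58.1 in R 4.3.3, against all genes of the table, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. A list called higher or lower is so relative to all genes. Where a setting leaves genes out, it is so relative to the genes kept. Of the G2M list 3 genes, of the S phase list 1 and of the injury list 4 are also in the study's panel, and the proximal tubule function list shares 8 genes with the S1 list and 2 with the S3 list. Fry and an estimated correlation need values per array and were not run. Genes beside Ctns were also tested by their mean absolute z against 100000 random gene lists of the same size (one-sided). RefSeq genes of GRCm38.p6 were used for gene order alone, and 10891 of the 11568 symbols (94.1%) matched 1 gene there.

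The text names, by a rule set before the data were examined, the genes of a panel taken from the study, the 10 called genes with the largest LFC in each direction, and called members of the other lists. A gene that the rule selects among those called lower is not reported here. XIST, UTY and C1QB fall outside the rule and were chosen after their values were seen.

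Alternatives were other thresholds and adjustments, a filter at the median average expression, median-centred LFC, preset correlations of 0.05 and 0.1, rank-based cameraPR, LFC as the statistic, and lists without called members. Chosen after seeing the data were the false sign rate at 0.05, back-transformed differences, z minus a running median over 501 genes of like expression, Fisher's exact test on called genes, the filter for the panel, gene order around Ctns, and the list settings for the Ctns neighbours. Random lists matched on expression were also drawn and are not reported, since they ignore correlation between genes.

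The steps were tested on simulated data for the KO against WT comparison, with 3 arrays per group and 11568 genes given the inferred means and errors and independent noise. Of 200 genes changed by 1 on the RMA log2 scale, limma called 197 with 12 false calls; after a second log it called 196 with 11 false calls and no wrong sign. The back-transformed difference missed the RMA difference by a median of 0.000269 and at most 0.15. A list of 45 genes with 15 changed gave a cameraPR p of 5.70e-17, and 2.20% of 1000 random lists had a p under 0.05. The simulation assumes the second log and cannot test it, and it holds no correlation between genes and cannot test the preset one. It used that single effect size, which 12 of the 41 called genes reached after back-transformation, so recovery of smaller differences was not tested. Python 3.11.15, scipy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.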

Results

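Gene expression was compared between microdissected proximal tubules of Ctns KO and Ctns WT mouse kidneys, with 3 arrays per group. The comparison asked which transcripts differ when the lysosomal cystine exporter is missing. The authors' deposited table held 11568 genes, with average expression from 1.62 to 3.87 and a median of 2.86. All differences are KO minus WT on the table's own scale, read as log2 of log2 RMA values, so that an LFC is not a log2 fold change. Errors are the standard errors of the deposited comparison; values per array were not used here, so how many animals share a direction is unknown.

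**Figure D1:**
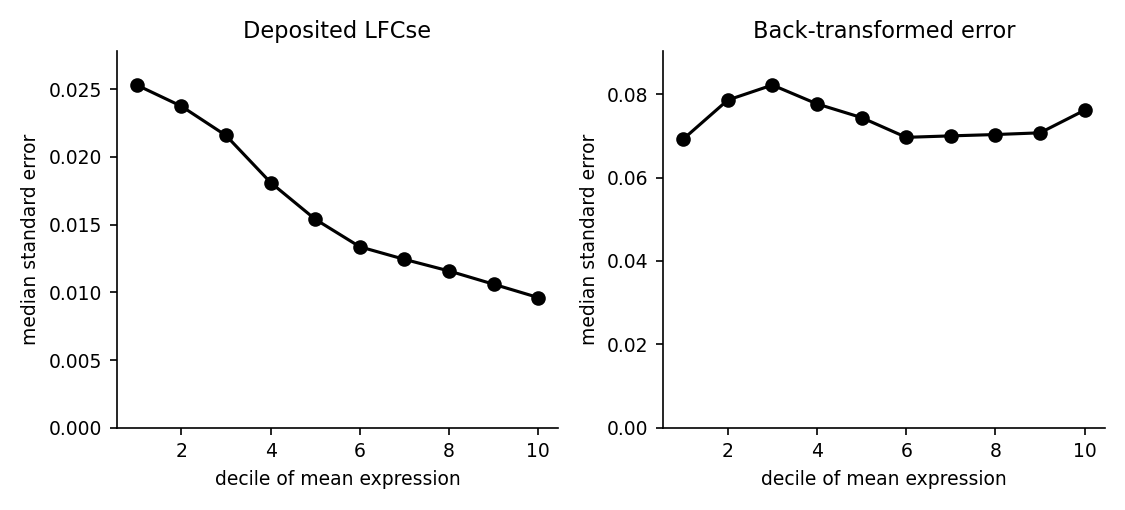
Median standard error of the difference in each of 10 bins of genes ordered by average expression, on the deposited scale (left) and back-transformed (right). It falls from 0.0253 to 0.00961 on the deposited scale and is 0.0692 and 0.0761 in the same outer bins after back-transformation.

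The targeted gene was read first. In the authors' deposited table CTNS had an LFC of -0.46 with a standard error of 0.020 and an adjusted p of 0.00449, the lowest of all genes. Its back-transformed difference, computed from the authors' deposited table, was -2.16.

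At an adjusted p under 0.05, 41 genes were called in the authors' deposited table, 30 higher and 11 lower in KO. Apart from a minimum LFC of 1, which no gene reached on this scale, the threshold moved this count most, since CTNS alone passed an adjusted p of 0.01 and 83 genes passed 0.1. The sizes of the called differences ran from 0.072 to 0.52, and 29 of the 41 genes lay below the median average expression. Unadjusted p-values under 0.05 were found for 1392 genes of 11568, against 578.4 for uniform p-values; 587 of them were higher and 805 lower in KO. The median LFC of all genes was -0.0028.

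**Figure D2:**
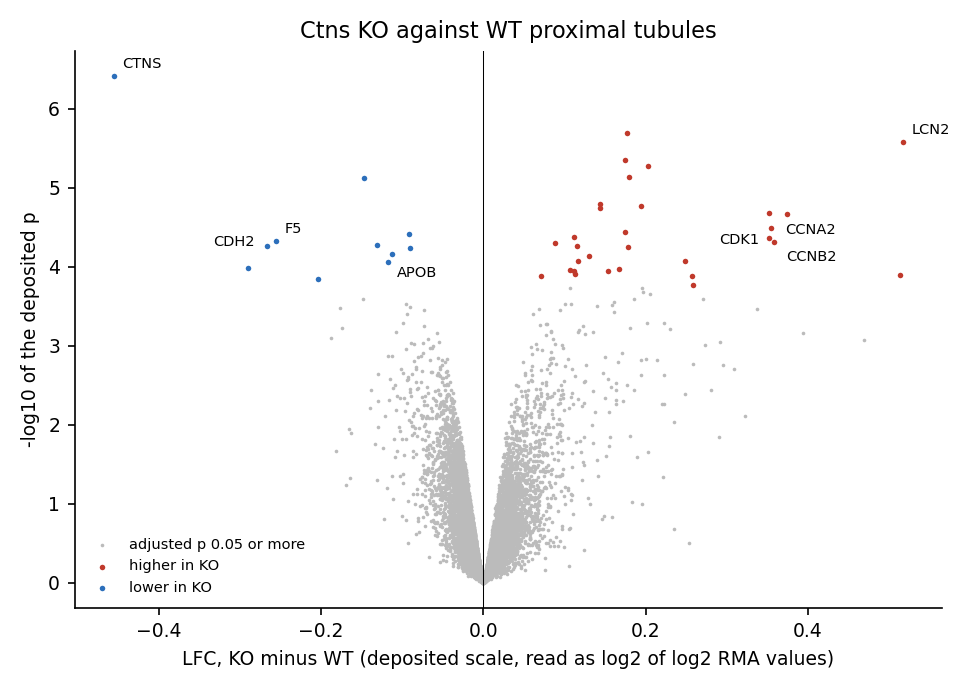
Difference per gene (LFC, KO minus WT, on the deposited scale) against -log10 of the deposited p, with called panel genes named. Of the 41 called genes (adjusted p under 0.05), 30 lie to the right of 0 and 11 to the left.

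Among genes called higher, LCN2 had the largest LFC in the authors' deposited table, 0.52 with a standard error of 0.032 and an adjusted p of 0.0102; its back-transformed difference of 2.02 was below the 2.32 of MKI67. MKI67 followed in the authors' deposited table with 0.51, a standard error of 0.061 and an adjusted p of 0.0394. The rest of the 10 largest in the authors' deposited table had an LFC of 0.37 for UBE2C, 0.36 for CCNB2, 0.35 for each of CCNA2, KIF20A and CDK1, 0.26 for each of TOP2A and NUSAP1, and 0.25 for RACGAP1. Among genes called lower, the authors' deposited table gave CTNS the largest drop, then an LFC of -0.29 for OSR2, -0.27 for CDH2, -0.26 for F5, -0.15 for TMEM87A, -0.13 for STAB2, -0.12 for APOB, -0.11 for ABCB1 and -0.091 for AGBL3.

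The panel of genes measured in the study's kidneys and cells had 33 members, of which 30 were found in the table. Of these, 8 were called, 4 higher (LCN2, CCNA2, CDK1, CCNB2) and 4 lower (CTNS, CDH2, F5, APOB). When adjusted over the list alone, 10 passed, which added CDC20 and SLC5A2; the study picked some of the panel from these samples, so that count is not independent evidence. In the authors' deposited table CDC20 had an LFC of 0.27 with a standard error of 0.036 and an adjusted p of 0.0630 over all genes. The glucose transporter gene SLC5A2 had an LFC of -0.040 in the authors' deposited table, with a standard error of 0.0093 and an adjusted p of 0.204. SOX9 had an LFC of 0.14 with a standard error of 0.049 and an adjusted p of 0.358 in the authors' deposited table. The receptor genes LRP2 (adjusted p 0.642) and CUBN (adjusted p 0.788) were not called in the authors' deposited table. Also not called there were PCNA, FOXM1, VIM, SLC34A1, SLC7A13, SLC3A1, TFRC, LAMP1, CTSD, SQSTM1, YBX3, MTOR, RRAGC, LAMTOR2, ATP6V0D1, ATP6V1B2 and AQP1. The study measured panel genes as protein, in isolated lysosomes or by PCR as well, and array RNA does not repeat those measurements.

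Gene lists were compared to ask whether groups of genes shifted together. By cameraPR, 7 of 26 lists passed an adjusted p of 0.05, 6 higher and 1 lower in KO. Among the cameraPR settings, leaving out genes below the median average expression moved this count most, to 11. The G2M list shifted most, with a median LFC of 0.14, 43 of 45 genes above 0 and a cameraPR adjusted p of 5.66e-35. Its 10 called genes were all higher: DLGAP5, CDCA3, UBE2C, TTK, CDK1, CCNB2, NEK2, MKI67, NUSAP1 and TOP2A. The S phase list had a median LFC of 0.030, 28 of 36 genes above 0 and a cameraPR adjusted p of 6.56e-09, with no member called and 16 at an unadjusted p under 0.05. The list for injury and dedifferentiation had a median LFC of 0.057, with 23 of 26 genes above 0 and a cameraPR adjusted p of 3.15e-08.

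Smaller shifts passed for stroma (median LFC 0.026, 10 of 14 genes above 0, cameraPR adjusted p 0.000720) and for the S3 segment (median LFC 0.031, 6 of 9 genes above 0, cameraPR adjusted p 0.00208), whose called member was SLC22A13. Immediate early genes (median LFC 0.047, 22 of 23 genes above 0, cameraPR adjusted p 0.0440) and intercalated cell genes (median LFC -0.043, 0 of 6 genes above 0, cameraPR adjusted p 0.0369) passed narrowly. At a preset correlation of 0.1 neither of these held, with 0.390 and 0.120.

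No shift was called for proximal tubule function, lysosome, autophagy, the mTORC1 machinery, the vacuolar ATPase, lymphoid cells or erythroid cells, each with a cameraPR adjusted p of 0.410. With genes below the median average expression left out, the lists for proximal tubule function (0.0301), lysosome (0.0280), endocytic trafficking (0.0462), myeloid cells (0.0349) and thick limb (0.0389) passed as higher relative to the genes kept. With LFC as the statistic erythroid cells (0.0140) passed as lower and myeloid cells (0.000449) as higher. At the main setting ribosomal proteins (0.0787, median LFC -0.0084) and myeloid cells (0.0787, median LFC 0.034, 16 of 17 genes above 0) came nearer to the threshold, as did thick limb (0.0898) and distal tubule (0.189). The adjusted p was 0.489 for endocytic trafficking and for circadian genes, 0.605 for podocytes, 0.771 for hemostasis, 0.812 for collecting duct, 0.816 for oxidative phosphorylation and for the S1 segment, and 0.964 for endothelium. Median and mean LFC differed in sign for proximal tubule function (-0.00040 and 0.0073), endocytic trafficking (0.0026 and -0.0017), hemostasis (0.0053 and -0.0032), endothelium (0.0020 and -0.0035) and the S1 segment (0.0047 and -0.0060); the test pointed up for the first 4 and down for S1.

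**Figure D3:**
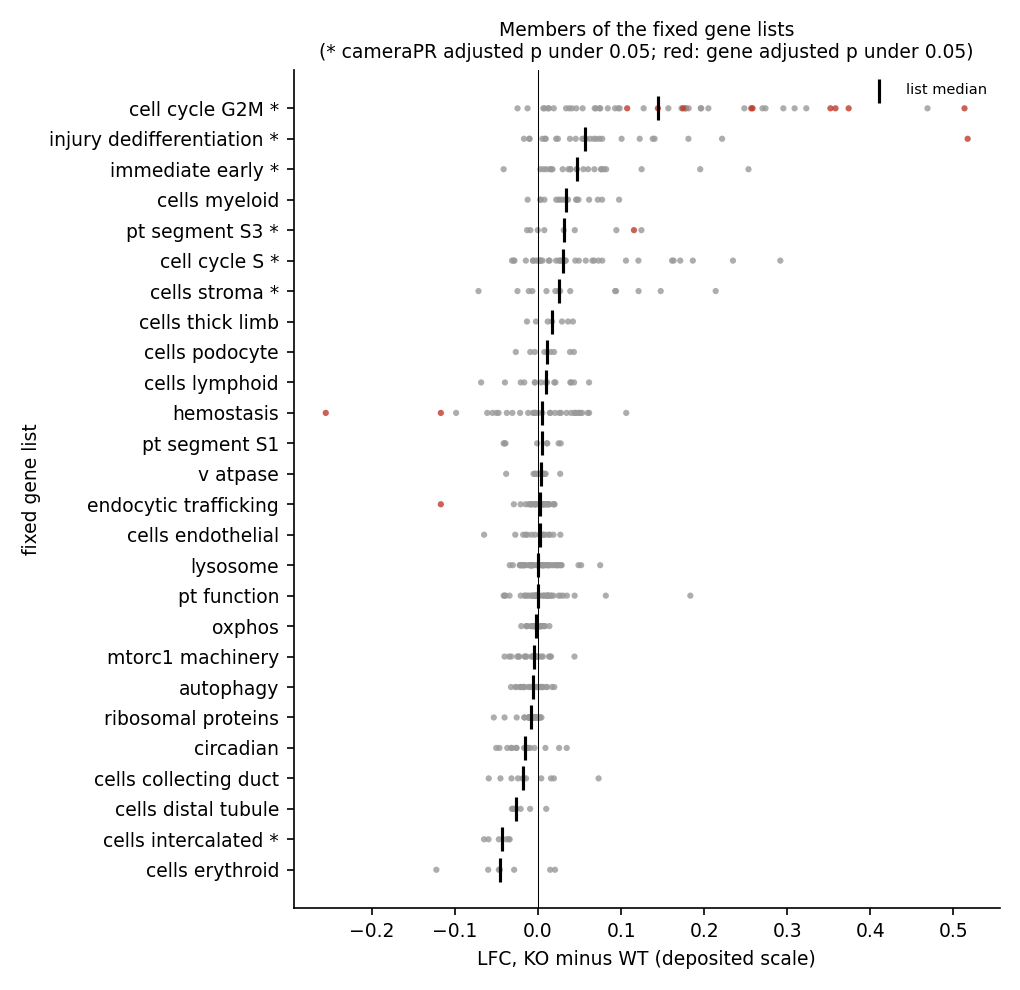
LFC (KO minus WT, deposited scale) of each member of the 26 fixed lists, with list medians as bars, called genes in red and lists past a cameraPR adjusted p of 0.05 starred. The G2M list lies farthest to the right, with a median of 0.14.

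Genes beside Ctns were read to ask whether they stand apart, as DNA from another strain around a knockout could make them do. The list of 49 genes, Ctns included, had a cameraPR p of 0.182. Its mean absolute z was 1.16 against 1.03 for all genes, a size reached by random lists with a permutation p of 0.125 (one-sided). Without Ctns the mean was 1.07, with a permutation p of 0.341, and no neighbour was called.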

Values the study reported

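The study reported 61 genes that differed in expression between proximal tubule segments of Ctns knockout and wild-type littermates at the age of 24 weeks. Of these, 43 were higher and 18 lower in the knockout.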

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

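No value per array was used here, so leaving out replicates, renormalisation, array weights and limma-trend were not run, and whether other splits of the arrays would give as many genes stays open. Merging entries of a gene did not apply, with 1 entry per symbol. No paired analysis was possible because the groups share no replicate numbers. Chosen after seeing the data were the false sign rate, back-transformed, trend-removed and Fisher settings, the panel filter, gene order, and the list settings for the Ctns neighbours.

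Against 41 called genes (30 higher, 11 lower), an adjusted p of 0.01 left 1 (0 higher, 1 lower) and 0.1 gave 83 (61 and 22). Benjamini-Yekutieli adjustment left 1 (0 and 1) and Holm 3 (2 and 1). Adjustment over genes above the median average expression gave 8 (4 and 4), all among the 41; 29 of the 41 are removed by that filter. A required LFC of 1 left 0 (0 and 0), as no LFC on this scale exceeds 0.52. A back-transformed difference of at least 1 left 12 (8 and 4). The false sign rate gave 32 (24 and 8), of which 29 were among the 41. Centring could not change the split, since it moves each LFC by 0.0028 and the smallest called one is 0.072 in size. Of the panel genes, 1 passed in place of 8 with low genes left out. That filter removed CTNS, LCN2, CCNA2, CDK1, CCNB2 and CDH2 untested, so of the 8 it kept F5 and APOB. Centring turned the uncalled SLC34A1 to 0.0018 and AQP1 to 0.0020.

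The G2M, S phase, injury, stroma and S3 lists stayed past 0.05 in the same direction under all 8 other cameraPR settings. The count of 7 lists became 11 with low genes left out, 6 of them shared, and 2 by Fisher's exact test on called genes, which were G2M and, among lower genes, hemostasis (F5 and APOB, both panel genes). Immediate early genes were lost at preset correlations of 0.05 and 0.1, and intercalated cells there, with low genes left out and with the trend removed. Over all 8 other settings the adjusted p ran from 1.79e-24 to 0.390 for immediate early genes. For intercalated cells it ran from 5.44e-05 to 0.120. Lists not past 0.05 at the main setting passed under others. With low genes left out, 5 passed as higher: proximal tubule function (adjusted p from 0.0301 to 0.758 over all other settings), lysosome (0.0280 to 0.769), endocytic trafficking (0.0462 to 0.860), myeloid cells (8.13e-06 to 0.395) and thick limb (0.0389 to 0.469). Higher there is relative to the genes kept, whose median LFC per bin of average expression ran from -0.0098 to -0.0022. With the trend removed, proximal tubule function (cameraPR adjusted p 0.293), lysosome (0.127) and endocytic trafficking (0.126) did not pass, while myeloid cells did (0.0217). The myeloid list passed under 5 of 8 settings, and thick limb also with the trend removed (0.0391). Erythroid cells passed as lower with LFC (0.0140) and back-transformed differences (0.0239), reaching 0.758 elsewhere, and ribosomal proteins as lower with ranks (0.0494), reaching 0.509 elsewhere; the cause was not tested. The direction turned, never past 0.05, with LFC or back-transformed differences as the statistic for endothelium (0.763 and 0.860), endocytic trafficking (0.771 and 0.860) and hemostasis (0.756 and 0.605), with the trend removed for lymphoid cells (0.881), with low genes left out for oxidative phosphorylation (0.399), and with ranks or low genes left out for S1 (0.901 and 0.766); the cause was not tested.

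The Ctns neighbours passed with LFC (p 0.00806) or the back-transformed difference (p 0.00307) as the statistic, and no longer with Ctns itself left out (0.246 and 0.170).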

Other observations

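Tests of XIST, of LCN2 against the largest myeloid gene, of the trend with average expression and of the second log were chosen after their results were seen, and so were the trend-removed and back-transformed settings.

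The number of genes called lower here was 11. That is lower than the value quoted from the study above. The total of 41 and the 30 called higher here are also lower than their quoted values. The table counts 1 entry per symbol. The study's methods describe a limma test of probes, while its results report genes. Whether the quoted values count probe sets or rest on another scale is not known here.

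The cell cycle lists were higher in KO, and genes beyond the called ones took part: 33 of the 35 uncalled G2M genes had an LFC above 0. Without called members the G2M list had a cameraPR adjusted p of 2.03e-22, which argues against a few genes carrying it. It was 8.37e-31 after the trend with average expression was removed and 1.50e-110 on back-transformed differences, which argues against the trend, or the enlarged sizes of weakly expressed genes, as the whole cause; signs are kept by back-transformation and were not tested by it. Over all 8 other settings it ran from 7.97e-145 to 0.00192. More blood or immune cells remain open as a source. The largest median LFC among their lists was 0.034 for myeloid genes, under the 0.14 of the G2M list but above the 0.030 of the S phase list, while lymphoid genes had 0.0090 and erythroid genes -0.046. More cycling in KO tubules may explain the shift, but these array data cannot tell which cells carry it. Beyond the arrays, the paper reports raised Ccna2, Cdc20 and Pcna protein in KO proximal tubule segments. It also reports abnormal proliferation of cultured KO proximal tubule cells.

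LCN2 had the largest LFC in the authors' deposited table. By back-transformed size it came after MKI67 (2.32) and CTNS (-2.16), with 2.02 (standard error 0.124) computed from the authors' deposited table. More myeloid cells in KO could contribute, since the myeloid median was 0.034 with 16 of 17 genes above 0; 9 of the 17 lay above the median average expression of these tubules. The list's cameraPR adjusted p was 0.0787, and ran from 8.13e-06 to 0.395 over other settings. On the back-transformed scale the myeloid gene with the largest rise, C1QB (chosen after its value was seen), reached 0.485 (standard error 0.334), far below LCN2. This gap does not decide the question, because a difference of logs depends on the starting level. LCN2 had the lower average expression, 2.49 against 2.84 for C1QB. More myeloid cells stay open as part or all of the rise, which cannot be told apart from a change within tubule cells. Cells not marked by this list were not tested.

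The proximal tubule function list was not called at the main setting (19 of 39 genes above 0, cameraPR adjusted p 0.410) but passed as higher with low genes left out (0.0301, the lowest of a range up to 0.758 over the other settings). That result is relative to the genes kept, and the list did not pass with the trend removed (0.293). Dilution by other kidney cell types would raise their lists together. A median LFC above 0 was found for 3 of the 5 lists named before the lists were tested (thick limb, stroma and endothelium), while distal tubule (-0.027) and collecting duct (-0.018) had medians below 0. Of the kidney cell lists outside those 5, podocytes had a median of 0.011 (6 of 9 genes above 0) and intercalated cells -0.043 (0 of 6 above 0, cameraPR adjusted p 0.0369, lost under 4 of 8 other settings). Stroma was called higher (cameraPR adjusted p 0.000720, from 2.82e-06 to 0.0349 over the other settings), as dilution would have it, while distal tubule (0.189), collecting duct (0.812) and endothelium (0.964) were not called either way. Dilution therefore stays open: the tubule genes go both ways around 0, and no list of the 5 was called lower.

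The genes nearest Ctns, Ctns left out, had a mean absolute z of 0.978 against 1.03 for all genes (permutation p 0.558, one-sided). This argues against a broad effect of flanking DNA on the 8 genes tested, not against an effect on a single gene.

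XIST had an LFC of -0.032 in the authors' deposited table, with an adjusted p of 0.330, far from the large gap a male animal in one group would give. UTY, of the Y chromosome, had 0.00054 in the authors' deposited table but is expressed too low to decide. The study's reporting summary states that its mouse experiments used females alone.

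The spread of LFC depended on average expression. The median standard error fell from 0.0253 in the lowest of 10 bins of genes by average expression to 0.00961 in the highest, and after back-transformation it was 0.0692 and 0.0761. The slope of log2 standard error on average expression was -0.922, which is consistent with values logged a second time, where it would lie near -1; its interval, from -0.944 to -0.900, leaves that value out, so an offset or the moderation of errors may add to it. Such a scale enlarges differences of weakly expressed genes: APOB ranked 139 by size of LFC and 47 by the back-transformed size in the authors' deposited table.

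The median LFC was 0.011 in the second of 10 bins of genes by average expression, -0.0098 in the sixth and -0.0022 in the highest. Across genes, which are not independent replicates, the Spearman correlation with average expression was -0.208 for back-transformed differences and -0.182 for LFC. This does not decide whether the scale plays a part, because back-transformation keeps the sign of every LFC and the trend could not have vanished. Normalisation, amplification and composition were not tested, and nor was any biological explanation.

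False sign rate and adjusted p in the authors' deposited table picked partly different genes: 12 of the 41 called genes had a false sign rate of 0.05 or more, up to 0.329 for MKI67. Beside MKI67, they included UBE2C, CCNB2, CCNA2, CDK1, TOP2A, NUSAP1 and RACGAP1, all named above among the largest rises. Among genes called lower they included OSR2, CDH2 and F5. Those 12 had a median standard error of 0.0324 in the authors' deposited table, against 0.0129 for the 29 that passed both. Their median size of LFC was 0.278, against 0.144 for the 29. How the rate was computed is not stated, and no explanation was tested.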
